A study of Homo sapiens with 5 samples. Its data were reported in "A Network of microRNAs Acts to Promote Cell Cycle Exit and Differentiation of Human Pancreatic Endocrine Cells" (2019).

How the data were processed

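ATAC-seq, in which a transposase cuts accessible DNA and inserts sequencing adapters, was performed on human cadaveric islets. The series holds 5 islet samples, labelled as replicates of a single group, and no second condition. The sources used do not settle whether each came from a different donor. The labels describe the material as a mixture of alpha, beta, delta and PP cells. One peak list, deposited for all samples together, was analysed. No reads and no values per sample were used here.

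According to the submitters' processing notes and the study's methods, the authors trimmed reads with Trim Galore and aligned them to hg19 with BWA. Alignments of low mapping quality and duplicates were removed with SAMtools, and the samples were merged. Peaks were then called on the merged reads with MACS2, without a local background model, with shifted read ends and a false discovery rate limit. The versions of these tools are not given in the sources used here. The deposited list gives the chromosome, start and end of each peak, with no height, fold, score or p-value, so peaks could not be ranked by strength and a planned description of the strongest peaks was not made. Because the authors pooled the samples before calling, this list holds no spread between samples, and no mean ± SD, no test between samples and no leave-one-out value could be computed. Sequencing depth is not given either, so a gene without a peak is a gene at which no peak was listed, and not one shown to be closed. Reads of low mapping quality were discarded by the authors, which lowers the chance of a peak in sequence that occurs several times in the genome.

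The list had 173999 rows and 118046 distinct intervals. Each distinct interval was counted once in the main values, and counting every row was tried as an alternative. Chromosome Y was left out throughout, which left 117766 peaks on the autosomes and X. Coordinates were compared with the GRCh37 primary assembly, the assembly that hg19 is built on: 0 peaks ended past a chromosome end. Genes and TSSs were taken from GENCODE release 44 mapped to GRCh37, with 20090 protein-coding genes, 3026 miRNA genes and 219838 TSS positions. All coordinates below are hg19 and count from 1.

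Peak location was set by the peak midpoint. A midpoint within 1 kb of any annotated TSS was called promoter, and the remainder was assigned in order to exon, intron or intergenic sequence. Spacing was the share of gaps between neighbouring peaks that were under 5 kb. Both were compared with 100 random placements of the same peaks within their chromosomes, outside assembly gaps. A gene had a promoter peak when at least one peak overlapped the sequence within 1 kb of any of its TSSs. Peaks per gene were midpoints within the gene body extended by 10 kb on each side, so neighbouring or overlapping genes can share a peak. For miRNA genes the annotated precursor start stands in for the TSS.

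Before the data were examined, 20 gene lists were fixed from the study's topics and from textbook markers of islet cells, of other pancreatic cells and of other tissues. Of their 345 entries, 344 were matched to the annotation. Each list was compared with 10000 random lists of the same size drawn from 20 bins of gene length, and the miRNA list with random miRNA genes. The percentile of a list counts ties by 50%. A list was called higher or lower where at most 2.5% of random lists reached its value, so about 1 of 20 lists would be called by chance for each measure. Percentiles describe this one pooled list, since genes are not replicates of an experiment.

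Motif consensus strings, 17 of them fixed in advance, were searched on both strands in 200 bp around the midpoints of peaks more than 1 kb from any TSS. The background was windows of the same size centred 1.5 kb to either side and free of peaks. To allow for base composition, the ratio of centre to flank shares was divided by that of the same string read backwards, with a 95% counting interval. Intervals here cover counting error only. A motif was not tested where the backward string was missing from either set of windows.

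Genes were named by a rule set in advance: the 10 protein-coding genes with most peaks and the 10 with the largest excess over genes of similar length (peaks divided by the median of the length bin plus 1). The rule also took members of the hormone and endocrine transcription factor lists without a promoter peak and the 8 of each with most peaks. From every other list it took the 3 with most peaks, and up to 4 members with a promoter peak where under 50% had one. All listed miRNA genes and the 10 longest runs of peaks completed it. Other genes singled out for a value were chosen after it was seen and are marked as such, and neighbouring genes are named for location only. Some genes that the rule takes are not reported here. The list comparison was tested on simulated data over 20090 genes: with 0, 2 and 5 peaks added per gene, 1, 54 and 100 of 100 lists were called higher. Whether the simulated counts vary between genes as much as the listed peaks was not tested. The number of lists called may therefore differ for the listed peaks. The motif search was tested with strings planted in 10% of windows, and 9.95 to 10.1 percentage points were recovered for 8 rare motifs. These values concern the share of windows and not the ratio to the backward string.

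Alternatives set in advance were peaks at or above the median width in place of a stricter score, merging of peaks under 500 bp apart, promoter windows of 500 and 2500 bp, a single TSS per gene, protein-coding TSSs only, a gene body extension of 50 kb, gaps of 2 and 12.5 kb, placement within windows of 1 Mb, unmatched random lists, medians in place of means and other motif windows. Alternatives chosen after seeing the data were all rows as listed, removal of peaks of doubtful mapping, basic transcripts only, random lists matched on promoter base composition or on promoter peaks, 1 miRNA gene per locus, and other peak sets for the ratio of the highest to the lowest chromosome density. Doubtful peaks were those wider than 5 kb, those with at least 50% of their length aligned to the mitochondrial genome, and those within PRIM2, PDE4DIP and HYDIN. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1, blastn 2.17.0 and matplotlib 3.10.9.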

Results

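To describe open chromatin in human islets, ATAC-seq was performed on 5 islet samples, and the authors called peaks on the merged reads. Islets are the endocrine clusters of the pancreas, and the labels describe a mixture of hormone cell types. The comparisons below are therefore made within one pooled list, between genes, gene groups, regions and random placements. No value has a replicate error, and the sequencing depth behind the list is unknown.

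In the pooled list, 117766 distinct peaks covered 71.7 Mb, or 2.53% of the sequence outside assembly gaps. The median width was 389 bp, with quartiles of 268 and 693 bp. Chromosome 19, the chromosome with most genes per Mb (26.5), also had most peaks, at 63.9 per Mb. Chromosome 15 had the lowest density of the autosomes (34.3 per Mb), although its 7.42 genes per Mb exceeded the 3.56 of chromosome 18, which had 45.7 peaks per Mb. Chromosome X had 15.4 peaks per Mb.

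To ask where the peaks lie relative to genes, midpoints were compared with annotated TSSs. Promoters held 30168 peaks, which was 25.6% of the list (Wilson 95% interval 25.4% to 25.9%), against a mean of 7.84% and a highest value of 8.11% in 100 random placements. Introns held most peaks in number, 54066 or 45.9%, yet this share was below the random mean of 52.8%. Intergenic sequence held 23.5% of peaks against 35.9% at random, and exons outside promoters 5.00% against 3.48%. Promoter peaks were also wider, with a median of 764 bp against 350 bp in introns and 346 bp between genes. The promoter share depended on how TSSs were counted. It was 20.2% with a window of 500 bp, 20.1% with basic transcripts only, 20.3% with TSSs of protein-coding genes only, and stayed above random placement under each of these.

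Peaks lay close together. Of the gaps between neighbours, 42.4% were under 5 kb, compared with 21.4% on average over random placements within chromosomes and 28.1% over placements within windows of 1 Mb. Runs of 10 or more peaks, each under 5 kb from the next, numbered 582 and held 7.98% of all peaks. The longest run, 88 peaks on chromosome 1 from 144982585 to 145118378, crossed PDE4DIP and SEC22B. The next were 82 peaks on chromosome 4 from 190470063 to 190684303, where no protein-coding gene is annotated, and 75 peaks that crossed the end of PRIM2 on chromosome 6 from 57429132 to 57547781. A further 60 peaks ran through PRIM2 from 57324774 to 57423080, and 71 peaks crossed DUSP22 on the same chromosome from 278651 to 382403. The other 5 of the 10 longest runs lay on chromosome 10 from 46961666 to 47061544 (68 peaks, at SYT15 and GPRIN2), chromosome 10 from 39076597 to 39154934 (65 peaks), chromosome 3 from 75679049 to 75803155 (65 peaks, at FRG2C and ZNF717), chromosome 1 from 143414894 to 143498920 (63 peaks) and chromosome 21 from 9415112 to 9501622 (61 peaks). Several of these regions are near centromeres, chromosome ends or duplicated sequence, where short reads are hard to place.

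Most protein-coding genes had a peak at a promoter. A promoter peak was listed for 15812 of 20090 genes (78.7%, Wilson interval 78.1% to 79.3%), and 86.6% had a peak midpoint within 10 kb of a TSS. No peak was found in or within 10 kb of the body of 2146 genes (10.7%). PTPRN2, a membrane protein of dense-core secretory granules, had the most (155 peaks), followed by PRIM2 (154), GSE1 and ZMIZ1 (126 each), CELF4 and PDE4DIP (106 each), the cyclic AMP phosphodiesterase PDE4D (103), the calcium-activated potassium channel KCNMA1 (102), and HYDIN and TRAPPC9 (96 each). This order depended on the peak set. With peaks at or above the median width, PTPRN2 had 72, below PRIM2 (94), ZMIZ1 (87) and GSE1 (76). Over all rows PTPRN2 had 214, below PRIM2 (345), PDE4DIP (233) and ZMIZ1 (226). It kept the most of the genes named so far after merging of peaks under 500 bp apart (132) and without peaks of doubtful mapping (155). The latter set leaves out peaks within PRIM2, PDE4DIP and HYDIN by rule, which left them 3, 10 and 2. It therefore could not test the place of PTPRN2 against these genes. Once gene length was considered, and before any merging of peaks, INS and SAP25 stood first, each with 13 peaks where the median of genes of similar length was 0. ZMIZ1 (126 against 9), CYSRT1 (12 against 0) and HSPB1 (12 against 0) came next. PDE4DIP, DUSP22, SH3BGRL3 and PTPRN2 were also among these 10, with 106, 52, 10 and 155 peaks. Merging peaks under 500 bp apart lowered PRIM2 to 79, PDE4DIP to 50, and INS and SAP25 to 4 peaks each. The latter pair then no longer stood first, as CYSRT1 kept 6 and HSPB1 kept 9. With peaks at or above the median width, INS and SAP25 did not stand first together either. INS then had 9 and SAP25 6, against 10 at HSPB1 and 9 at CYSRT1. Over all rows INS had 39 and SAP25 24, above HSPB1 (22) and CYSRT1 (18).

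To examine genes that define endocrine cells, lists fixed in advance were compared with random lists of similar gene length. Genes encoding islet hormones and secretory granule proteins had 10.8 peaks per gene against 4.82 in random lists (17 genes, percentile 99.8, called higher). SLC30A8, the granule zinc transporter, had 35 peaks, and CPE and PCSK2, which process prohormones, had 24 and 17. SCG5, TTR, INS, SCGN and CHGA had 16, 14, 13, 12 and 10. The INS gene (chromosome 11, 2181009 to 2182451, minus strand) had 3 peaks within 1 kb of its TSSs, of which one spanned the TSS at 2181988 to 2182771. INS overlaps INS-IGF2 and lies beside TH, so its peaks are shared with these genes.

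Promoter peaks were listed for 15 of these 17 genes (88.2% against 72.9% at random, percentile 95.04, not called). The 2 without one were GCG and SST, which encode the glucagon and somatostatin of alpha and delta cells. GCG (chromosome 2, 162999392 to 163008914) had a single peak within 10 kb, 290 bp wide, 1254 bp from its TSS at 163010168 to 163010457. SST (chromosome 3, 187386700 to 187388182) had 2 peaks, the nearer 8540 bp away at 187396722 to 187396938. Against random lists matched on promoter base composition the list was called higher for promoter peaks, at percentile 99.4, an alternative chosen after seeing the data. With the most upstream TSS only, an alternative set in advance, it turned to the other side of the random lists (percentile 40.6, not called).

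**Figure D1:**
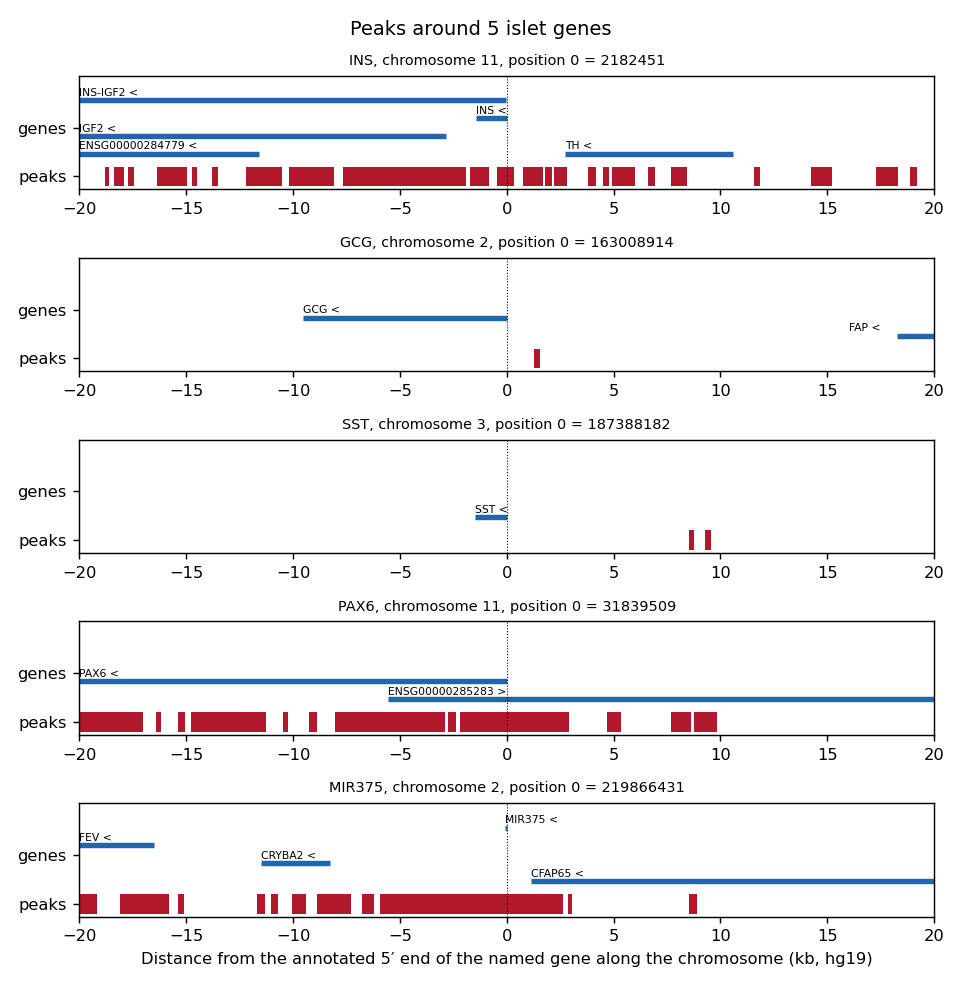
Peaks (red) and protein-coding genes with MIR375 (blue, arrowheads give the strand) within 20 kb on each side of the annotated 5′ end of INS, GCG, SST, PAX6 and MIR375, in kb along the chromosome. INS, PAX6 and MIR375 lie under 23, 12 and 11 peaks in this window, while GCG has 1 and SST has 2.

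Transcription factors of endocrine cells were densely covered. The 23 genes had 13.7 peaks on average against 6.37 in random lists (percentile 99.8), and 22 had a promoter peak (95.7% against 77.3%, percentile 99.1); both were called higher. ST18 had 46 peaks, GLIS3 41, MEIS2 33 and PAX6 23, and ISL1 and RFX3 had 15 each. MAFA, an activator of insulin transcription, and MNX1 had 14 each. PAX4, a factor of beta cell development, was the member without a promoter peak, and its nearest peak, 1646 bp from a TSS, lay on chromosome 7 at 127259842 to 127260440. The promoter call ended with random lists matched on promoter base composition (percentile 96.8) or unmatched on length (98.4), whereas the call for peaks per gene did not end under any alternative.

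Genes of stimulus-secretion coupling, which link glucose to calcium entry and exocytosis, had the highest mean of the lists, 20.3 peaks against 9.39 at random (22 genes, percentile 99.99, called higher). The calcium channel genes CACNA1C and CACNA1D had 93 and 55 peaks, and SYT7, a calcium sensor of exocytosis, had 42 peaks where genes of similar length had a median of 4. FFAR1, a fatty acid receptor, was the one of 22 without a promoter peak; it was named after its value was seen. The promoter share of 95.5% was within random lists (percentile 91.0). Genes of pancreatic progenitors had 7.75 peaks against 4.95 (12 genes, percentile 95.9, not called), led by TCF7L2, GATA6 and GATA4 with 21, 15 and 13. For NEUROG3, the factor that starts endocrine differentiation, no peak was listed within 10 kb, and the nearest was 56257 bp away; it too was named after its value was seen.

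**Figure D2:**
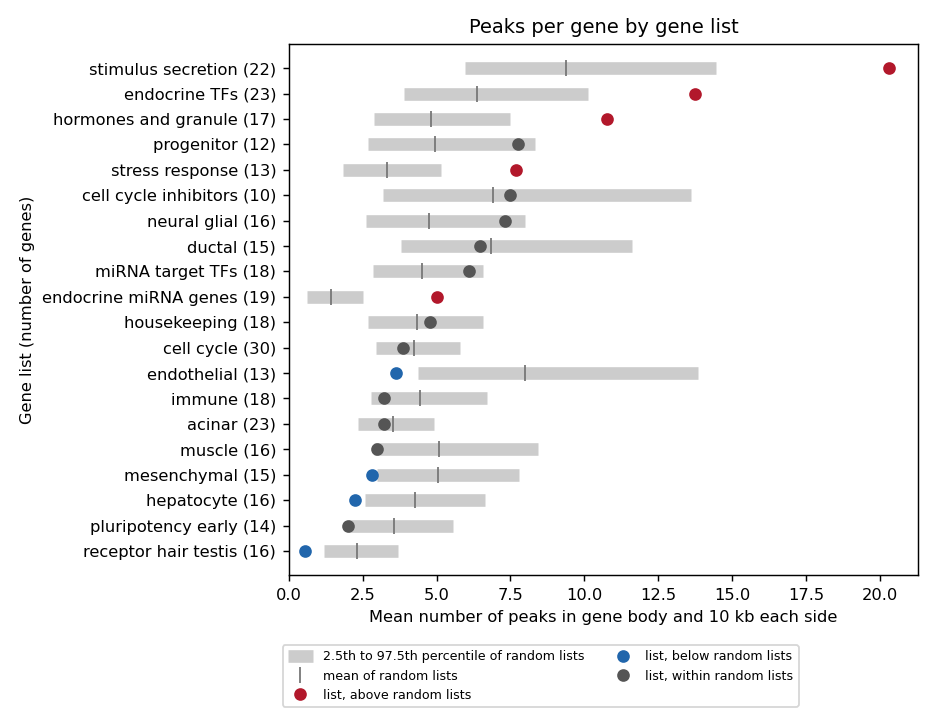
Mean number of peaks in the gene body and 10 kb on each side for each gene list (points, number of genes in brackets), with the central 95% (grey bars) and the mean (ticks) of 10000 random lists. Stimulus-secretion genes reach 20.3, endocrine transcription factors 13.7 and hormone and granule genes 10.8, each right of its grey bar.

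The study examined miRNAs that increase during endocrine differentiation. Of 19 precursor genes for these, 9 had a peak within 1 kb (47.4% against 20.6% of random miRNA genes, percentile 99.5), and the mean was 5.00 peaks against 1.43 (percentile 100); both were called higher. MIR375, the precursor of the miRNA most associated with islets, lay under a peak of 8582 bp on chromosome 2 at 219860499 to 219869080. MIR200C and MIR141 shared a peak of 3437 bp on chromosome 12 at 7069947 to 7073383, and a peak of 1354 bp covered MIR200A. MIR7-3 lay in a peak of 964 bp, and MIR7-2 and MIR99B were 354 and 780 bp from one. Of the let-7 genes, MIRLET7A3 and MIRLET7B on chromosome 22 had 16 and 15 peaks nearby. MIRLET7A1 and MIRLET7F1 had 1 peak each, more than 1 kb away, and MIRLET7A2, MIRLET7F2, MIRLET7G, MIR98 and MIR7-1 had 0. The nearest peaks to MIRLET7G and MIR7-1 began 9242 and 9346 bp away, but their midpoints lay beyond the 10 kb limit. MIR27B, MIR127 and MIR204 had 7, 4 and 3 peaks but none within 1 kb. The peak at MIR375 is wider than 5 kb, so MIR375 lost its promoter peak, as the one member that did, when peaks of doubtful mapping were left out; the list was still called higher (percentile 98.5). With 1 gene per locus, 7 of 15 loci had a promoter peak (percentile 98.9). The promoter call ended with a window of 2500 bp (percentile 98.0) and with peaks at or above the median width (97.0). Precursors can be transcribed from distant promoters, which were not examined here because the precursor start stood in for the TSS. A miRNA gene without a nearby peak may therefore still have an open promoter.

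Of the transcription factors that the study proposed as miRNA targets, the 18 that its main text names were examined, and the full set was not. All 18 had a promoter peak, against 81.8% at random (percentile 98.7, not called). Their mean of 6.11 peaks against 4.49 was not called either (percentile 94.6). THRA, the thyroid hormone receptor alpha gene, had 17 peaks, RFX1 had 16 and ZNF512B had 11. The promoter list was called higher with a window of 500 bp (percentile 99.015), with unmatched random lists (99.4) and with peaks at or above the median width (99.6).

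Cell cycle genes, which the study followed as genes lowered by the miRNAs, also had promoter peaks in islets. All 30 had a promoter peak, against 78.9% in random lists (percentile 99.98, called higher), while the mean was 3.87 peaks per gene against 4.23 (percentile 32.3, not called). CDK6 had 21 peaks, and CCND2 and CDK4 had 9 each. Inhibitors of the cell cycle had a promoter peak in 10 of 10 genes (percentile 97.0, not called) and 7.50 peaks per gene against 6.90 (percentile 66.8), with 20 at RB1, 14 at PAK3 and 10 at CDKN1B. Housekeeping genes showed the pattern of the cell cycle list: 18 of 18 had a promoter peak (percentile 99.4, called higher), and 4.78 peaks per gene lay within random lists (percentile 70.5). ACTB and YWHAZ had 15 and 8 peaks.

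Immediate early and stress genes, which respond within minutes to hours to handling of cells or to unfolded protein, had 7.69 peaks per gene against 3.31 (13 genes, percentile 99.99), and each had a promoter peak (percentile 99.8); both were called higher. NR4A1 had 22 peaks, ATF3 11 and JUNB 8. The promoter call ended under 4 alternatives. The percentile was 98.4 with the most upstream TSS only, 97.7 with unmatched random lists, 89.9 with lists matched on promoter base composition, and 97.8 without peaks of doubtful mapping, where DDIT3, named after its value was seen, lost its promoter peak.

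To see how far other cell types contribute, markers of exocrine, vascular, stromal and immune cells were examined. The study's methods give a lower limit for the purity and viability of the islets. They also state that islets were picked by hand on receipt, before nuclei were isolated. How far that step changed the share of other cells was not tested. Acinar genes, which encode digestive enzymes of the exocrine pancreas, had a promoter peak in 10 of 23 cases (43.5% against 72.4%, percentile 0.14, called lower), although the mean of 3.22 peaks was within random lists (percentile 34.7). CTRB1 had 12 peaks, CLPS 11 and PRSS1 7, and CPA1 and CTRB2, with 5 and 4, also had a promoter peak. Ductal genes did not stand apart: 12 of 15 had a promoter peak (percentile 48.5) and the mean was 6.47 peaks (percentile 48.5), with 19 at ANXA4 and 16 at SLC4A4.

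Endothelial genes had a promoter peak in 4 of 13 cases (30.8% against 84.3%, percentile 0.0050) and 3.62 peaks per gene against 8.01 (percentile 0.39); both were called lower. EGFL7, ESAM, FLT1 and ERG had a promoter peak, with 11, 4, 2 and 1 peaks in all, while EMCN and VWF had 10 and 9 peaks and none at a promoter. The call for peaks per gene ended with a gene body extension of 50 kb (percentile 8.71), with medians (1.64) and with random lists matched on promoter peaks (19.8). Immune genes had a promoter peak in 7 of 18 cases (38.9% against 76.8%, percentile 0.030, called lower) and 3.22 peaks per gene (percentile 9.17, not called). CSF1R, CD68 and CD4 had 10, 9 and 5 peaks, and CD14, with 2, was among the members with a promoter peak. Mesenchymal genes had a promoter peak in 12 of 15 cases (percentile 38.2, not called) and 2.80 peaks per gene against 5.04 (percentile 1.28, called lower), led by PDGFRB with 9 and COL1A2 and PDGFRA with 5 each. The latter call ended with medians (percentile 5.39) and with peaks within 10 kb of a TSS only (5.31).

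**Figure D3:**
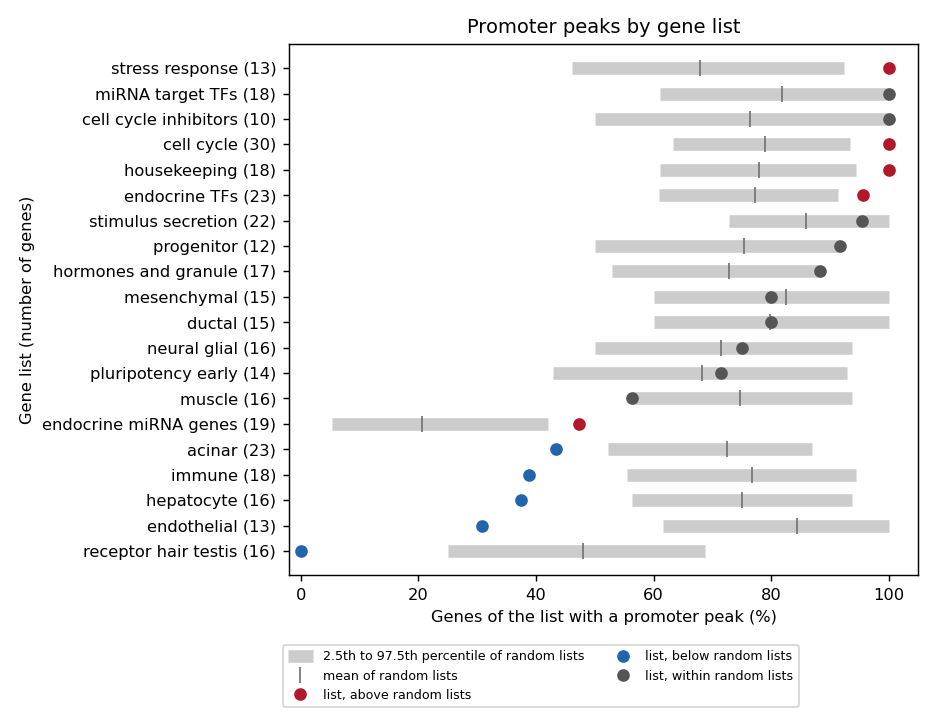
Percent of genes in each list with a peak within 1 kb of a TSS (points, number of genes in brackets), with the central 95% (grey bars) and the mean (ticks) of 10000 random lists. Cell cycle, housekeeping and stress genes reach 100%, while acinar, immune, hepatocyte, endothelial and receptor, hair and testis genes lie between 0% and 43.5%, left of their grey bars.

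Markers of other tissues varied by list. Of 16 genes of smell and taste receptors, hair and sperm, 0 had a promoter peak (exact 95% interval 0% to 20.6%; 47.9% in random lists) and the mean was 0.562 peaks against 2.31 (percentile 0.055); both were called lower. TNP1, TAS2R38 and KRT71 had 3, 2 and 2 peaks. The call for peaks ended with medians (percentile 2.42, with many ties at 0) and with lists matched on promoter peaks (31.5). Hepatocyte genes had a promoter peak in 6 of 16 cases (37.5% against 75.02%, percentile 0.045) and 2.25 peaks against 4.27 (percentile 0.79), both called lower, with 5 peaks at AHSG and CPS1 and 4 at APOB. APOA1, APOB, CYP2E1 and SERPINA1 were among the members with a promoter peak. The hepatocyte promoter call ended with lists matched on promoter base composition (percentile 2.87) and with a window of 2500 bp (2.50), and the call for peaks with medians (25.3), with peaks within 10 kb of a TSS only (3.45) and with lists matched on promoter peaks (20.6).

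Muscle genes had 3.00 peaks against 5.08 (16 genes, percentile 3.46, not called) and 9 promoter peaks (percentile 4.93, not called), with 8 peaks at TNNT2 and TNNI1 and 6 at RYR1. Genes of pluripotent cells and early germ layers had 2.00 peaks against 3.57 (14 genes, percentile 2.27, not called) and 10 promoter peaks (percentile 59.2), with 5 at SOX17 and 4 at LIN28B and UTF1. Among wider peaks only, muscle was called lower for both measures (promoter percentile 0.065, peaks 0.49), as was the pluripotency list (0.35 and 0.155). Neural and glial genes had 7.31 peaks against 4.73 (16 genes, percentile 95.5) and 12 promoter peaks (percentile 61.1), neither called; MBP had 39, GRIN2B 21 and CAMK2A 9.

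To ask which sequence motifs mark peaks away from promoters, motifs were counted in 87596 windows at distal peaks and in 154057 flanks. CTCF, which organises chromatin loops, had the largest ratio. Its motif occurred in 2.34% of centres against 0.0545% of flanks, and the ratio relative to the backward string was 64.1 (95% interval 27.6 to 149). The CTCF ratio was 35.2 with whole peaks, 39.3 with wider peaks, 61.7 over all rows and 70.6 with windows of 100 bp. AP1, the motif of the FOS and JUN proteins, was the most frequent, in 19.2% of centres against 2.81% of flanks (4.53, 4.29 to 4.78). Motifs of factors used in islets also had ratios above 1. The ratio was 7.69 for RFX (1.96 to 30.2), 5.93 for HNF1 (2.86 to 12.3), 2.43 for NEUROD1 (1.91 to 3.10) and 1.79 for FOXA (1.69 to 1.89). SPI1, a factor of myeloid cells whose motif resembles that of other ETS proteins, had a ratio of 1.38 (1.25 to 1.54).

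The homeobox motif shared by NKX6 and PDX1 was less frequent at centres than in flanks, with a ratio relative to the backward string of 0.895 (0.828 to 0.967), as was SOX (0.851, 0.801 to 0.904). The backward homeobox string also holds TAAT and ATTA, so it is not a neutral control. The ratio of 0.895 therefore cannot show that homeobox sites are depleted at distal peaks. NFY was more frequent at centres (2.06% against 1.55%), but less so than its backward string, so that its relative ratio was 0.792 (0.715 to 0.878). For E2F, TEAD, the thyroid hormone receptor half-site and GATA, the interval included 1. The string searched as the thyroid hormone receptor half-site was TCAAGGTCA. Which factor binds it was not tested, so its values cannot be assigned to that receptor. MAF and NRF1 were among the motifs not tested. Centres were richer in C and G than flanks (49.4% against 43.6%). The RFX call ended when whole peaks were used (2.69) or only wider peaks (2.43), and that of the homeobox motif with wider peaks (0.938). Calls above 1 were gained by the thyroid hormone receptor half-site with windows of 100 bp (1.48), with whole peaks (1.20) and over all rows (1.28), by GATA with whole peaks (1.07) and by TEAD over all rows (1.23). GATA turned below 1 over all rows (0.894), and E2F with whole peaks (0.891), with wider peaks (0.824) and over all rows (0.977); counting all rows was chosen after seeing the data.

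**Figure D4:**
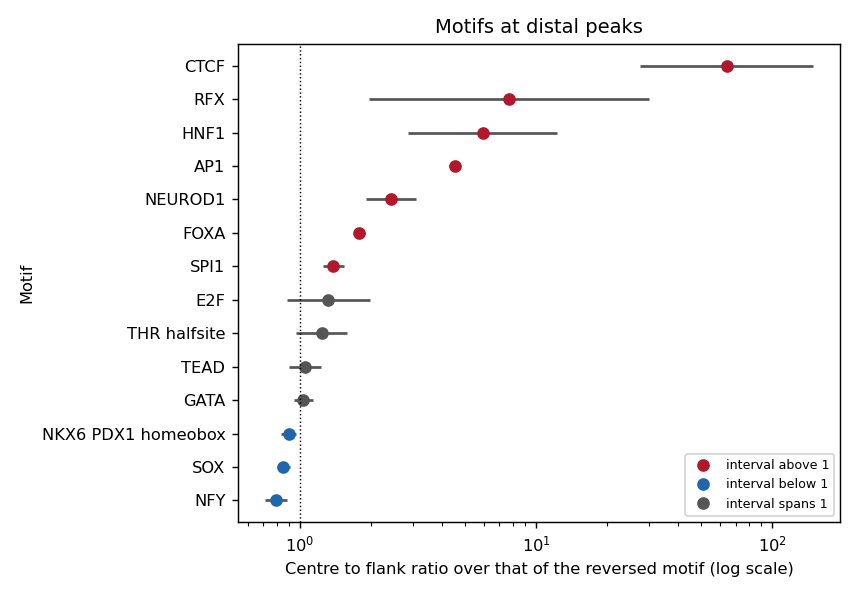
Ratio of motif share in 200 bp at distal peak midpoints to that in flanks, divided by the same ratio for the backward string (points, log scale), with 95% counting intervals (lines), for the 14 tested motifs. CTCF lies farthest to the right at 64.1, AP1 at 4.53, and the homeobox motif at 0.895 lies left of the dotted line at 1. The backward homeobox string also holds TAAT and ATTA, so that point does not show depletion.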

Values the study reported

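The study reported 241,922 open chromatin sites near genes that responded to a set of miRNAs, counted over pancreatic progenitor cells and islets together. It named 21 transcription factors among 223 genes that were proposed to be direct targets of these miRNAs.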

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

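The number of rows per interval was known before its test was chosen, whereas the tests on short intervals were set down before their value was seen. Beyond the 118046 distinct intervals, the list held 55953 rows that repeated an interval already listed. The main values above do not use these rows, which were counted only in the alternative over all rows. Repeats fell on 30301 intervals (25.7%), and the most repeated interval stood on 124 rows. That number argues against 1 row for each of the 5 samples that hold a peak. Repeats rose with width: 0.106% of intervals of 200 to 250 bp were repeated, 44.9% of those from 501 to 1000 bp and 99.8% of those from 2001 to 5000 bp. The value for the short intervals is the low one expected of 1 row per local summit within a wide peak. It does not exclude 1 row per overlap with some other list, although the test set down in advance took it so, because an overlap repeats an interval only where it meets at least 2 regions, which would also be rarer in short intervals. Both stay open, since the list gives neither summits nor other regions. No biological explanation was tested.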

How the results depend on the processing

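No paired analysis was possible because the samples were pooled before peaks were called, and for the same reason no replicate could be left out. No stricter score threshold could be applied, and the description of the strongest peaks was not run. Depth is unknown, so how many peaks a deeper series would add is open. Alternatives chosen after seeing the data were all rows as listed, removal of doubtful peaks, basic transcripts, random lists matched on promoter base composition or promoter peaks, 1 miRNA gene per locus, and every other peak set for the ratio of chromosome densities; the remainder were set before the data were examined. The cause was not tested for any change below, unless the alternative itself sets it (fewer peaks, another window). With peaks at or above the median width, 58886 peaks were left, the promoter share was 36.3% and 74.3% of genes had a promoter peak. The promoter share was 20.2% with a window of 500 bp, 36.8% with 2500 bp, 20.3% with protein-coding TSSs, 20.1% with basic transcripts and 36.2% over all rows. Genes with a promoter peak were 77.4% with 500 bp, 81.0% with 2500 bp, 72.2% with the most upstream TSS and 77.5% where at least 50% of a peak had to lie in the window. The share of gaps was 27.8% with gaps under 2 kb. Its ratio to random placement, genome share, the ratio of the highest to the lowest chromosome density, the number of called lists, both directions together, and the number of motifs called higher stayed within 1.5 times their values under the alternatives run for each. By direction this did not hold: lists called lower for peaks per gene numbered 4, but 0 with medians, 2 within 10 kb of a TSS and 2 of 19 lists with promoter peaks matched, where miRNA genes were not compared.

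For promoter peaks by list, percentiles that ended or made a call were as follows. With 500 bp, miRNA target factors reached 99.015. With 2500 bp, hepatocyte genes were at 2.50 and miRNA genes at 98.0. With the most upstream TSS, stress genes were at 98.4. With wider peaks, muscle was at 0.065, pluripotency reversed from above to below random lists at 0.35, miRNA target factors were at 99.6 and miRNA genes at 97.0. Without doubtful peaks, stress genes were at 97.8. With unmatched lists, endocrine factors were at 98.4, miRNA target factors at 99.4 and stress genes at 97.7. With base composition matched, hormone genes were at 99.4, endocrine factors at 96.8, stimulus-secretion genes at 99.3, hepatocyte genes at 2.87, muscle at 1.495 and stress genes at 89.9. For peaks per gene, an extension of 50 kb put endothelial genes at 8.71 and pluripotency at 1.53. Within 10 kb of a TSS, mesenchymal genes were at 5.31, hepatocyte at 3.45 and neural at 99.03. With wider peaks, muscle was at 0.49 and pluripotency at 0.155. Over all rows, progenitor genes were at 97.8, muscle at 0.36, pluripotency at 0.285 and miRNA target factors at 99.5. With medians, progenitor genes were at 99.2, mesenchymal at 5.39, endothelial at 1.64, hepatocyte at 25.3 and receptor, hair and testis genes at 2.42. With promoter peaks matched, endothelial genes were at 19.8, hepatocyte at 20.6, receptor, hair and testis genes at 31.5 and pluripotency at 0.68. Peaks at 17 genes with most peaks or the largest excess moved by over 1.5 times for 12 genes with wider peaks, 11 over all rows, 8 after merging and 3 without doubtful peaks. Of the motif results under alternatives, 58 kept their direction and call, 5 gained a call (the thyroid hormone receptor half-site under 3 alternatives, TEAD and GATA under 1 each) and 3 lost one. The GATA motif ratio reversed to 0.894 over all rows, and that of E2F to 0.891 with whole peaks, 0.824 with wider peaks and 0.977 over all rows, each without a call in the main setting.

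Lists without a call sometimes crossed the middle of the random lists, still without a call. For promoter peaks, ductal genes were at 53.1 with 500 bp, 65.1 with 2500 bp, 53.2 with unmatched lists and 68.2 with base composition matched. Pluripotency was at 48.4 with 2500 bp, 48.1 with the most upstream TSS, 25.1 with unmatched lists and 20.4 with base composition matched. Neural genes were at 34.8 with the most upstream TSS, 34.9 with wider peaks, 34.9 with unmatched lists and 13.8 with base composition matched. Mesenchymal genes were at 52.5 with unmatched lists and 80.0 with base composition matched, and hormone genes at 40.6 with the most upstream TSS. For peaks per gene, acinar genes were at 85.3 with 50 kb, 59.7 with medians and 93.8 with promoter peaks matched, and ductal genes at 74.0 within 10 kb of a TSS. Cell cycle genes were at 73.1 with wider peaks, 50.5 after merging and 66.2 over all rows. With promoter peaks matched, immune genes were at 61.8 and housekeeping genes at 39.5.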

Other observations

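Genes of the islet cell types were compared by lists written before this test, though after the values above were seen, and gene families were chosen by their symbols at the same stage; the members named were chosen after their values were seen. Each of 18 beta cell genes had a promoter peak (74.3% in random lists of similar length, percentile 99.9), and they had 10.6 peaks per gene against 4.14 (percentile 99.9), with 35 at SLC30A8, 21 at PFKFB2 and 14 each at HADH, MAFA and SIX3. Both measures of the beta cell list were called higher. Alpha cell genes had 10.4 peaks per gene against 6.07 (16 genes, percentile 97.6, called higher), with 48 at PTPRD, 15 at PLCE1 and 14 at TTR. Of these 16 genes, 15 had a promoter peak (percentile 94.6, not called). Delta cell genes had 3.20 peaks against 4.73 (10 genes, percentile 13.4) and 9 promoter peaks (percentile 88.1). Genes of PP and epsilon cells had 8.33 against 4.90 (9 genes, percentile 96.1), each with a promoter peak (percentile 98.4). Neither the delta list nor the PP and epsilon list was called on either measure. Of the 18 beta cell genes, 9 were already in the lists above, so their values had been seen. The other 9, all with a promoter peak (percentile 95.9, not called), had 9.78 peaks per gene against 3.89 (percentile 99.99). Outside those lists, 11 alpha cell genes had 11.4 peaks against 7.23 (percentile 93.9), which was not called, and the 8 delta cell genes and 5 genes of PP and epsilon cells were within random lists on both measures. The excess over genes of similar length averaged 2.77 ± 2.76 (SD over 18 genes) for beta and 1.78 ± 0.923 (SD over 16 genes) for alpha genes. A 2-sided permutation test over genes, which are not replicates, gave p = 0.162, and p = 0.276 without INS, so a difference between these lists was not shown and stays open.

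Gene families differed widely. A promoter peak was listed for 17 of 414 olfactory receptor genes (4.11% against 49.3% at random, percentile 0), 2 of 46 defensins (4.35%) and 7 of 94 keratin-associated protein genes (7.45%). It was listed for 34 of 83 interleukins and chemokines (41.0% against 70.8%), 18 of 39 HOX genes (46.2% against 67.0%, percentile 0.29) and 33 of 44 collagens (75% against 89.5%, percentile 0.26). Zinc finger genes named ZNF had promoter peaks in 474 of 509 cases (93.1% against 81.6%) but 3.26 peaks per gene against 4.76, with percentiles of 100 and 0. Of 80 ribosomal protein genes, 77 had a promoter peak. Voltage-gated calcium channel alpha subunits had 27.8 peaks per gene against 12.3 (10 genes, percentile 99.8). Of these, 3 were in the stimulus-secretion list above, including CACNA1C with 93 and CACNA1D with 55; the other 7 averaged 15.6 against 8.98 (percentile 95.7, not called). Potassium channels had 10.9 against 8.14 (94 genes, percentile 99.6). Claudins and synaptotagmins, with 12 of 24 and 16 of 17 promoter peaks, were within random lists on both measures.

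Some peaks lay on nuclear copies of the mitochondrial genome, and the tests were described before their values were seen. At least 50% of their length aligned to mitochondrial DNA in 42 peaks, above the highest of 100 random placements (33, mean 20.4), which argues against chance overlap with open chromatin for the whole set, although part of it is within that range. The widest, on chromosome 1 from 564415 to 570372, spanned 5958 bp. The 37 copies with a peak averaged 84.9% ± 10.2 (SD) identity to the mitochondrial genome against 78.1% ± 7.36 (SD) in the 575 without one. The one-sided permutation p was 1e-05, the smallest 100000 permutations can give, and the same with labels permuted only among copies of similar length. The test treats copies as independent, and whether neighbouring copies belong to one insertion was not tested, so p may be too small. It compares copies and not the 42 peaks themselves. Mitochondrial reads placed on nuclear copies may therefore account for some of these peaks, which were left out in one of the alternatives.

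PRIM2, PDE4DIP and HYDIN, 3 of the 10 genes with most peaks, have near-identical relatives elsewhere in the genome. If reads of copies that the assembly merges had made their peaks, peak midpoints would have the base composition of the rest of the gene; this was set down before the values were seen. The C and G content of midpoints exceeded that of the gene by 2.43 points in PRIM2, 3.24 in PDE4DIP and 8.12 in HYDIN, at percentiles 5.69, 12.7 and 83.4 among 800 genes with at least 20 peaks. PRIM2 and PDE4DIP lay below the median of 5.73, and all 3 lie within the central 95% of these genes. Reads from open parts of a copy would share that composition too, so the test cannot exclude merged copies, which stay open. After merging of peaks under 500 bp apart, 2 of the 3 (PRIM2 and HYDIN) were still among the 10 genes with most peaks, and PDE4DIP ranked 36, so splitting of wide peaks stays open as well.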
